A study of Mus musculus with 16 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

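RNA was sequenced from whole colon tissue of C57BL/6 mice. Wild type (WT) mice were compared with mice lacking Smarcad1, a chromatin remodelling ATPase, in the intestinal epithelium through Cre recombinase under the villin promoter (KO). All mice had received an enriched microbiota from a second animal facility. Colitis was induced with dextran sodium sulphate (DSS), a polymer that damages the colon lining, at 1% in the drinking water for 15 days. The 16 libraries fell into 4 groups by their sample titles: 3 WT control, 3 KO control, 5 WT colitis and 5 KO colitis.

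The authors mapped reads to the mouse genome build GRCm38/mm10 with HiSat2 and kept uniquely mapped reads. Reads over annotated ribosomal RNA were removed, because such contamination had been found in some of the samples, which the labels do not name. Reads over the exons of each gene were counted in SeqMonk. The authors then ran DESeq2 on the raw counts, with 2 groups in each comparison, and no covariates are described.

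The 4 deposited tables each hold the genes that passed an adjusted p-value of 0.05 in 1 comparison, with the authors' adjusted p-value for that comparison. Genes that did not pass any comparison were not analysed here. Each row also holds 4 log2 values computed by the authors, the mean over the libraries of each group of log2 reads per library total in RPM. They are not corrected for gene length. From the lattice of the lowest means, a count of 0 had been set to 0.9 read before the logarithm was taken. Rows of the same gene in different tables held the same means, with 0 values that differed between tables. Over the 4 tables there were 5171 distinct genes, of which 5091 had a symbol in the GENCODE annotation of the same build and 4608 had identical coordinates and strand. In many rows the tables' overlapping feature names another gene (665 rows in the table of colitis in WT), so genes were identified by the symbol of the row and not by that feature. Coordinates are those of the tables.

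No value of a single library was used, because the deposited tables analysed here give group means. The supplement of the study lists read counts by sample for genes expressed in the colon, and these were not used. The design fixed before the data were examined had foreseen tests on single libraries, including a test of the genotype by colitis interaction, and none of these was run. The values below therefore carry no SD, and the only adjusted p-values are those of the authors. A difference between genotypes in their response to colitis was not tested against the spread between mice.

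The depth of the libraries was recovered from the low means. In each group, the lowest means lie on the steps that whole reads in each library give, which yields the geometric mean library size of the group. The share of low means on such steps was 1 in each group, against at most 0.00185 for values placed at random. A mean of 3 reads per library was taken as the floor. Only group means were used, so a mean at or under 3 reads stands in for libraries that are all at or under that level. A fold against such a mean is given as a lower bound computed against 3 reads, and no fold is given where both means are at or under it. These floors cover counting error only.

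Changes were taken as differences of the authors' means on the log2 scale. Lists were counted by direction and compared by shared genes. The size of the colitis response was described by the least squares slope across genes of the KO change on the WT change over the list of WT, and by its mirror, the slope of the WT change on the KO change, over the list of KO. The mirror is needed because genes picked for passing a threshold in 1 genotype have, on average, overestimated changes there. To see how large that effect can be, lists were simulated 200 times with equal true responses, and again with the KO response set at 0.8 of the WT response, for rising genes alone or for rising and falling genes. In these simulations 15000 genes were assumed tested, 10000 unchanged genes were added, and the noise was independent between genes and set from the smallest changes that had been called. The simulation was designed after the slopes had been seen. It was repeated for genes grouped by the mean change of both genotypes, with the WT noise as set and multiplied by 2.

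Gene lists of neutrophil genes, of cytokines and chemokines, of extracellular proteases and of 2 sets of clock genes that peak at opposite times of day were fixed before the data were examined. The protease list includes genes that the study picked from these libraries and is not independent of them. A list of epithelial antimicrobial genes and a list of general leukocyte genes were chosen after the data were seen. The median of a list was set against 10000 random lists of the same size drawn from the listed genes and matched on mean expression. A second matching, in 10 classes of the WT change among genes that rose in both genotypes, was chosen after the data were seen. For the position of genes, the number of listed genes with another gene of the same list within 1 Mb was compared with 10000 random draws of as many genes from the colitis lists, and a distance of 100 kb was the alternative. The scripts were tested on simulated data: the largest error of a slope or ratio was 0.00849 over 3000 simulated genes, and 8 planted neighbours were found among 44 genes.

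Genes named in the text are Smarcad1, a selection of those named in the text of the study, the 3 largest rises and 3 largest falls in each table among genes whose higher mean lay above the lower quartile of that table, and members of the fixed lists. Genes shared by both lists of KO against WT, and genes close to another gene of such a list, are also named. Genes named outside these rules are marked as chosen after their values were seen. The alternatives were a stricter adjusted p-value of 0.01, an absolute log2 change of at least 1, a filter on low values at the lower quartile, and other summaries of the response. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.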

Results

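Whole colon transcriptomes were compared between WT mice and mice with loss of Smarcad1 in the intestinal epithelium, without treatment and after colitis induction. There were 3 WT and 3 KO control libraries, and 5 WT and 5 KO colitis libraries. The geometric mean library size was 10.1 M reads in WT control, 9.77 M in KO control, 8.005 M in WT colitis and 9.87 M in KO colitis. A mean of 3 reads per library thus corresponded to −1.75, −1.70, −1.42 and −1.72 log2 RPM in the same order. Group means without a spread between libraries were used, so each difference below rests either on the authors' adjusted p-value or is descriptive.

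The targeted gene was examined first. Smarcad1 lies on chromosome 6 from 65042583 to 65116061 on the plus strand (GRCm38) and is protein coding. The authors' mean was 5.77 log2 RPM in WT control and 4.59 in KO control, a change of −1.18. In colitis the authors' mean was 5.68 in WT and 4.55 in KO, a change of −1.13. The authors' deposited tables give an adjusted p-value of 3.61e-17 for the control and 4.91e-16 for the colitis comparison. Transcripts remained in KO tissue, which contains other cells besides the epithelium in which Cre is active. The deletion removes only some exons of the gene, so reads over the other exons may also come from the epithelium. The group means do not separate these sources. Smarcad1 itself hardly moved with colitis, by −0.09 in WT and −0.04 in KO, and it was in neither colitis list.

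To see which genes depend on genotype in untreated colon, KO control was compared with WT control. The authors' deposited table lists 46 genes, 27 higher and 19 lower in KO, with a median absolute log2 change of 0.66. Requiring an absolute log2 change of at least 1 reduced this number most, to 15 genes. Among genes above the filter on low values, the largest rises were those of Khdc1a (6.20), Bglap3 (3.61) and Bambi (2.15), and for each the adjusted p-value is listed as 0 in the authors' deposited table. The largest falls were those of Pcdh17 (−2.20), Smarcad1 and St3gal6 (−1.13), with adjusted p-values of 4.44e-25 for Pcdh17 and 2.73e-13 for St3gal6 in the authors' deposited table. Khdc1a lies on chromosome 1 from 21349641 to 21352200 and had an authors' mean of −0.54 log2 RPM in WT control against 5.66 in KO control. Bglap3 lies on chromosome 3 from 88368616 to 88372743 and had authors' means of 4.40 and 8.01.

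The same comparison was made in colitis. Here the authors' deposited table lists 56 genes, 36 higher and 20 lower in KO, with a median absolute log2 change of 1.01. With an absolute change of at least 1 it was 29 genes. Above the filter on low values, the largest rises were those of AC151971.2 (4.25, chromosome 9 from 44670453 to 44672238), Bglap3 (3.81) and Dlk1 (2.38). The largest falls above it were those of Mb21d2 (−1.33), Smarcad1 and Spon2 (−1.07). Adjusted p-values in the authors' deposited table were 3.46e-20 for AC151971.2, 1.79e-32 for Bglap3, 4.17e-14 for Dlk1, 6.27e-16 for Mb21d2 and 0.00569 for Spon2.

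Genes listed in control were partly listed in colitis. The lists shared 12 genes, all 12 in the same direction, 10 higher and 2 lower in KO. The shared genes were AC151971.2, Aplp1, Bambi, Bglap3, Dlk1, Gsta3, Khdc1a, Kirrel2, Mctp1 and Mt1 (higher) and Mb21d2 and Smarcad1 (lower). A further 34 genes were listed in control alone and 44 in colitis alone. Of these, 25 of the 34 and 37 of the 44 had the same sign in the other condition, with a median absolute log2 change there of 0.39 and 0.19. Whether the effect of genotype differs between control and colitis was not tested. No background of all tested genes was used, so no enrichment of the overlap was computed.

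From the genes that the text of the study names, 21 were selected before the data were examined, and 16 of these 21 are in at least 1 table. Aplp1 was higher in KO by 1.78 in control and 1.49 in colitis, and Mt1 by 1.53 and 1.26. In the authors' deposited table for control the adjusted p-value of Aplp1 is listed as 0 and that of Mt1 is 4.03e-31. Kirrel2 had WT means under 3 reads in both conditions, and was at least 14.5-fold higher in KO control and at least 8.09-fold higher in KO colitis. The adjusted p-values of Kirrel2 in the authors' deposited tables are 4.05e-08 and 3.12e-10. Mbd1 (0.43) and Tlr2 (−0.70) were listed in control, and Tiam1 (−1.01) in colitis, with adjusted p-values of 0.00256, 0.000102 and 0.0482 in the authors' deposited tables. Tlr2 had the same difference in colitis (−0.70) without being listed there. Lyz1, Itln1, Tlr4, Slfn4 and Wdfy1 were in none of the lists, so their values were not analysed here.

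The response to colitis was then examined in each genotype. In WT mice the authors' deposited table lists 3261 genes, of which 1895 rose and 1366 fell, with a median absolute log2 change of 0.90. In KO mice 4056 genes are listed in the authors' deposited table, of which 2316 rose and 1740 fell, with a median absolute log2 change of 0.67. KO thus had more listed genes with smaller changes. With an absolute log2 change of at least 1, the order turned to 1459 genes in WT and 1335 in KO. The smallest listed change was 0.16 in WT and 0.11 in KO.

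In WT the largest rises among genes above the filter on low values were those of Reg3b (10.37), Reg3g (7.74) and Clca4b (7.70). The largest falls among these genes were those of Mettl7a2 (−4.51), Slc34a2 (−3.99) and 5430427M07Rik (−3.74). Reg3b lies on chromosome 6 from 78370657 to 78373466. Its adjusted p-value in WT is 1.34e-25 in the authors' deposited table. In KO the largest rises above the same filter were those of Clca4b (7.52), Gm4841 and Saa3 (5.04). The largest falls above it were those of Sgk1 (−2.62), 5430427M07Rik (−2.61) and Tppp (−2.41). Gm4841 had control means under 3 reads, and rose at least 48.3-fold in WT and at least 41.1-fold in KO. Reg3b rose by 7.75 in KO and was not in the KO list, and Ang4 fell by 3.98 in WT and 1.95 in KO and was in the KO list alone. A gene can therefore be missing from a list in spite of a large change of its mean.

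Most genes moved the same way in both genotypes. The colitis lists shared 2182 genes, all 2182 in the same direction (1393 rose and 789 fell). Another 1079 genes were in the WT list alone, with a median absolute log2 change of 0.77 in WT and 0.40 in KO, and 1024 of them had the same sign in KO. In the KO list alone were 1874 genes, with a median of 0.46 in KO and 0.30 in WT, and 1817 had the same sign in WT. Of these, 169 genes had a change in WT at least as large as in KO.

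The size of the response was compared next. Over the WT list, the slope of the KO change on the WT change was 0.763 across genes, and the KO change was the smaller in 74.2% of genes. The median of the ratios per gene gave 0.820. Over the KO list, the mirror slope of the WT change on the KO change was 0.965, and the WT change was the smaller in 61.8%. The genes that rose and fell differed in this respect. For genes that rose, the slope was 0.745 in the WT list and 1.12 in the KO list. For genes that fell, both were below 1, at 0.636 and 0.713. Over genes in both lists the slope of KO on WT was 0.846.

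**Figure D1:**
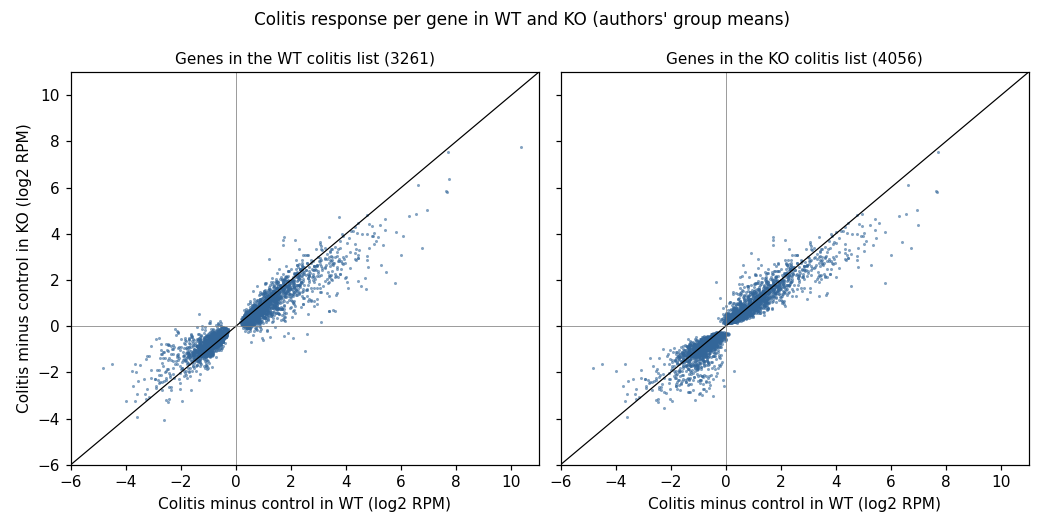
Change on colitis in KO (vertical axis) against WT (horizontal axis), each as the difference of the authors' group means in log2 RPM, for the 3261 genes of the WT list (left) and the 4056 genes of the KO list (right). Each point is a gene and the diagonal marks equal changes; strongly rising genes lie mostly below the diagonal in both panels.

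Selection alone lowers such slopes. With equal responses, the simulated slope for rising genes was 0.928 (95% of repeats from 0.890 to 0.959) in the WT list and 0.924 (0.893 to 0.955) in the KO list, and the observed 0.745 and 1.12 lie outside both ranges. With the KO response at 0.8 of WT, the simulated slopes were 0.756 and 1.13. The median ratios per gene gave another picture. In the KO list the ratio was 0.937, within the range with equal responses (0.906 to 0.940), and the WT change was the smaller in 56.7% of genes. In the WT list it was 0.818, below the range with equal responses (0.898 to 0.931) and above that with the reduced response (0.728 to 0.755). A uniform reduction thus does not describe these values, and the slopes depend most on the genes with the largest changes. The simulated lists shared 2586 genes with equal responses, more than the 2182 observed, so the simulated noise does not capture all of the data. For falling genes, the slope in the WT list (0.636) was below the simulated range with equal responses of 0.701 to 0.823, and the slope in the KO list (0.713) was within its range of 0.701 to 0.803. With the KO response at 0.8 of WT for falling genes as well, the simulated slope was 0.645 (0.601 to 0.688) in the WT list, a range that holds the observed value, and 0.887 (0.824 to 0.949) in the KO list, a range that does not. The median ratios of falling genes, 0.822 and 0.828, were below the ranges with equal responses (0.887 to 0.919 and 0.899 to 0.932), and with the reduced response the simulated ratios were 0.738 and 1.12.

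Genes were therefore grouped by the mean of their changes in both genotypes, a grouping chosen after the slopes had been seen. It favours neither genotype only where both changes are equally noisy. Among 1929 genes with a mean rise of up to 1, the median difference of KO minus WT change was 0.02. It was −0.09 among 565 genes with a mean rise from 1 to 2, −0.24 among 199 genes from 2 to 3, −0.81 among 82 genes from 3 to 4 and −1.18 among 42 genes above 4. The KO change was the smaller in 72 of these 82 genes and in 38 of the 42. Among falling genes, the median difference was −0.04 for mean falls of up to 1, 0.04 from 1 to 2, 0.22 from 2 to 3 and 0.43 for 11 genes with mean falls beyond 3, of which 9 fell less in KO. With equal simulated responses, the median difference among genes with a mean rise above 4 was 0.01 (−0.15 to 0.18), and −0.40 (−0.81 to −0.09) when the noise of the WT change was multiplied by 2. For mean falls beyond 3 the simulated ranges were −0.45 to 0.35 and 0.35 to 1.71, the latter of which holds the observed value. In the 2 groups with the largest rises, the median KO minus WT difference was 0.10 in control for each, and −0.66 and −1.09 in colitis. The response was thus smaller in KO mainly among the genes that rose most, while for the few genes that fell most noisier WT changes would give as much. Genes are not independent replicates, and these differences were not tested against the spread between mice. Of the genes that rose in the WT list, 103 were lower by at least 1 in KO colitis than in WT colitis, and only 4 of them are in the list of KO against WT in colitis.

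Fixed gene lists addressed infiltration and inflammation. Of the neutrophil list, 14 of 18 genes were in the tables. Mpo, whose product the study stained, and Ngp, Camp and Elane were absent. The median change of the 14 genes was 4.40 in WT and 2.92 in KO, the median difference was −1.48, and 12 of 14 genes rose less in KO. The exceptions were Ly6g and Cd177, which already had means of 92.0 and 352 RPM in WT control. The mean over the list gave −1.24. Of the cytokine and chemokine list, 18 of 19 genes were in the tables, with median changes of 4.91 and 3.17, a median difference of −1.52 and a smaller rise in KO for 18 of 18. Of the extracellular protease list, 14 of 14 genes were in the tables, with median changes of 0.88 and 0.24 and a median difference of −0.70. All 14 changed less in KO, but the study had chosen some of them on these libraries. In each of these lists, 0% of 10000 random lists matched on expression had as low a median difference. When matched on the WT change, the percentages were 0.01, 0.06 and 0. This matching used 10 classes among genes that rose in both genotypes, so the strongest rises shared a class with weaker ones. The random medians were −0.56 and −0.74 for the neutrophil and cytokine lists, against −1.18 among genes with mean rises above 4. The percentages of these lists may therefore be too low. Only 10 of the 14 protease genes rose in KO, so the random lists could not hold genes like the others. None of the neutrophil or cytokine genes, and 1 protease gene (Mmp19), is in the list of KO against WT in colitis. The differences between genotypes for these lists were thus mostly not significant gene by gene in the authors' comparison. In control, 6 of the neutrophil, 9 of the cytokine and 1 of the protease genes had means at or under 3 reads. With such means raised to 3 reads, the neutrophil difference was −1.44, and the cytokine and protease differences stayed at −1.52 and −0.70. The median changes in WT and KO were computed without raising these means. Those of the neutrophil and cytokine lists therefore rest in part on genes for which only a lower bound of the fold holds.

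**Figure D2:**
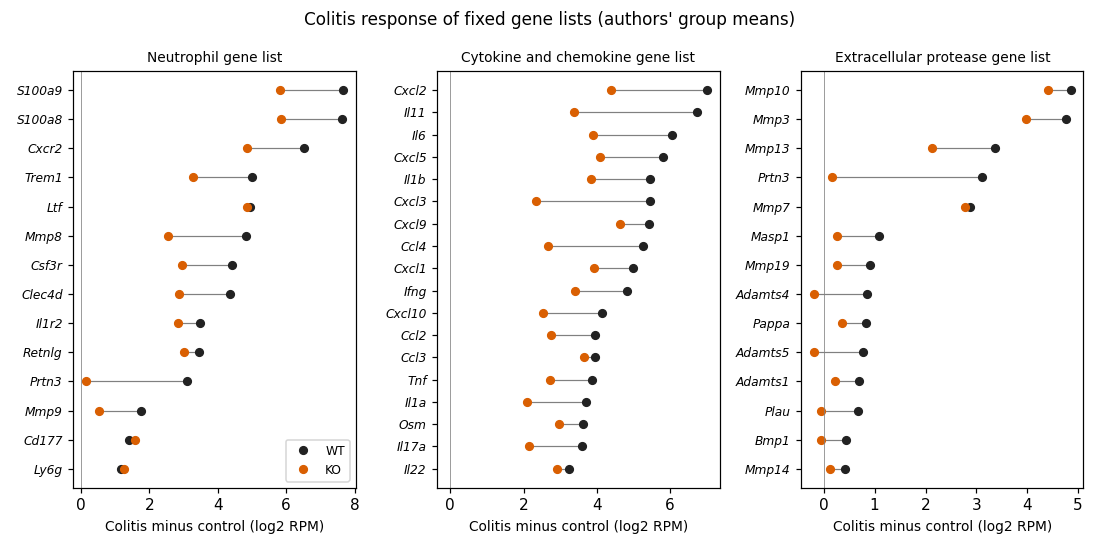
Change on colitis (horizontal axis, difference of the authors' group means in log2 RPM) for members of the neutrophil, cytokine and chemokine, and extracellular protease lists, with WT in black and KO in orange. KO lies to the left of WT for 12 of 14, 18 of 18 and 14 of 14 genes.

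Among single members, S100a8 had control means under 3 reads and rose at least 157-fold in WT and at least 24.0-fold in KO, and is in both colitis lists. Il17a, also under 3 reads in control, rose at least 3.63-fold in WT and at least 1.33-fold in KO. Its adjusted p-values in the authors' deposited tables are 9.44e-05 and 0.0395. The proteases Adamts1 (0.69 in WT, 0.22 in KO), Adamts5 (0.77 and −0.19) and Bmp1 (0.44 and −0.05) are in the WT list alone. Their adjusted p-values in WT are 0.00775, 0.0187 and 0.00832 in the authors' deposited table.

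As a check of collection time, clock genes were split into set A (such as Dbp, Nr1d1 and Ciart) and set B (such as Arntl and Cry1), which peak at opposite times of day. In control, the median KO minus WT difference was −0.54 over the 10 listed genes of set A and 0.22 over the 5 of set B, so that A minus B was −0.76. Of set A, 8 of 10 were lower in KO, and of set B 4 of 5 were higher. In colitis A minus B was 0.66, with 9 of 10 higher and 4 of 5 lower. For colitis against control A minus B was 1.497 in WT and 2.83 in KO. Random pairs of lists lay as far apart in 0%, 0%, 0.43% and 0.01% of 10000 draws. Genes were drawn singly, so these shares do not allow for clock genes that move together. They do not measure the spread between mice. With only the members in the lists of KO against WT, the control value was −0.0877.

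**Figure D3:**
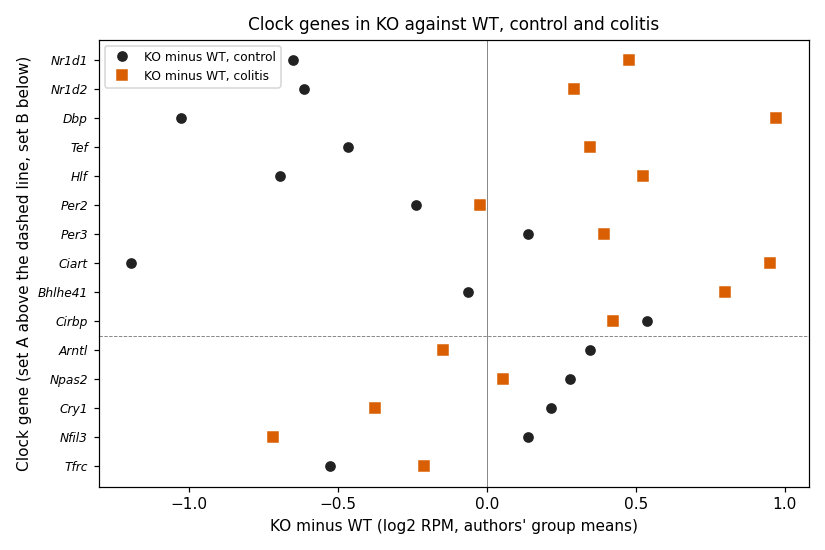
Difference of KO minus WT (horizontal axis, authors' group means in log2 RPM) for clock genes in control (black circles) and colitis (orange squares), with set A above and set B below the dashed line. In set A, 8 of 10 genes are lower in KO control and 9 of 10 are higher in KO colitis.

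Finally, the position of the genes that differ by genotype was examined. In control, 10 of 46 genes had another listed gene within 1 Mb, against a mean of 3.41 in random draws, and a share of 0.0192 of the draws had as many. In colitis it was 9 of 56 genes, against a mean of 4.97, with a share of 0.1102. Within 100 kb, it was 9 genes in control (random mean 0.636, share 0.0001, the smallest that the draws can give) and 8 in colitis (random mean 0.935, share 0.0005). In control these were Gsta3 and Khdc1a on chromosome 1 (83979 bp apart), Aplp1 and Kirrel2 on chromosome 7 (1998 bp apart), Dlk1, Meg3 and Rian on chromosome 12, and the overlapping Gm42418 and CT010467.1 on chromosome 17, which is annotated as ribosomal RNA. In each of the 5 pairs both genes moved in the same direction. In colitis Gsta3 with Khdc1a and Aplp1 with Kirrel2 were again neighbours, joined by AC151971.2 with Treh (994 bp apart) and the overlapping Hopx and Hopxos. Within 10 Mb of Smarcad1, 0 genes of a KO against WT list were found.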

Values the study reported

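The study reported 3261 genes as differentially expressed in WT mice when colitis was induced. It placed 572 of them in a cluster with weaker upregulation in the knockout. A total of 84 genes were described as losing their change completely or almost completely.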

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

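Over 18 results, 68 alternatives were computed, of which 14 were chosen after seeing the data. None was computed for the Smarcad1 differences in control and in colitis. The value stayed within its tolerance in 42, moved in 20 and reversed in 3, and a share from random draws fell under 0.05 in 2 and rose above it in 1. With no spread between libraries, a shift of 0.05 in a slope, 0.2 in a log2 value or 1.5-fold in a count was taken as movement. These tolerances were set after the slopes had been seen.

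At an adjusted p-value under 0.01, 28 genes remained listed for KO against WT in control, 34 in colitis and 2553 for colitis in KO, and the colitis lists shared 1353 genes. With an absolute log2 change of at least 1 the lists held 15, 29, 1459 (colitis in WT) and 1335 genes (colitis in KO), and the colitis lists shared 878. These numbers are smaller by construction.

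The slope over the WT list (0.763) moved to 0.636 for genes that fell, to 0.820 for the median of ratios and to 0.818 for that median among genes that rose, an alternative added after. It stayed below 1 in all of its alternatives. The slope over the KO list (0.965) crossed 1 for genes that rose (1.12), with the filter on low values (1.02) and as a total least squares slope (1.03). It moved to 0.713 for genes that fell, to 0.886 for the median of ratios and, turned to KO on WT after seeing the data, to 0.906. By the slope, the KO list as a whole therefore shows no clear direction, with genes that rose and genes that fell on opposite sides of 1. By the median of ratios both were below 1, at 0.937 for genes that rose, an alternative added after, and 0.828 for genes that fell. Why the low value filter moves the slope over the KO list was not tested. Over genes in both lists (0.846) the value was 0.927 for the median of ratios, 0.761 for genes that rose and 0.741 for genes that fell.

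For the neutrophil list the mean gave −1.24 in place of −1.48, and the cytokine and protease differences stayed within tolerance. The clock value in control fell from −0.76 to −0.0877 when only members in the lists of KO against WT were kept, which leaves 3 genes of set A and 1 of set B. For gene position, the control share was 0.1712 with an absolute log2 change of at least 1, where only 15 genes enter. The colitis share of 0.1102 changed to 0.0005 within 100 kb and to 0.0052 with an absolute log2 change of at least 1. The cause was not tested. The position result thus depends on the distance and the genes that enter.

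No paired analysis was possible because the deposited tables analysed here hold group means, and their columns carry no replicate number. Values per library were not used here. The alternatives that need single libraries were therefore not run: a fit with all groups, a replicate block, leaving out each replicate, centring of libraries, permutation tests, the interaction of genotype and colitis, count-based tools and pseudocounts. Whether a single library decides any of the values was not examined. The depth limits the genes with control means at or under 3 reads, for which only lower bounds of the fold are given.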

Other observations

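The clock comparison, the position counts at both distances and the tests on gene length and low values were planned before the data were examined. The slopes for genes that rose and for genes that fell were planned too, but not the simulated ranges they are set against. All other tests in this part, and the use of the clock and position values to weigh explanations, were chosen after the results were seen.

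The genes that rose most in colitis rose less in KO. Selection of genes on the WT comparison would make the slope of WT on KO fall below 1 among genes selected in KO, but it was 1.12 for genes that rose. This slope depends most on the genes with the largest changes. For the typical rising gene, selection stays open: the median ratio in the KO list was 0.937, within the range simulated with equal responses, and that in the WT list (0.818) was outside its range. Noisier WT changes would also lower the KO minus WT difference among genes with the largest mean rise, but the observed −1.18 for mean rises above 4 was below the simulated range even with the WT noise multiplied by 2 (−0.81 to −0.09). A scaling difference between libraries would shift all genes alike. The values are already scaled to each library total, so the median KO minus WT difference in colitis over all listed genes (−0.0137) says little alone. That difference was −0.002 among genes with a mean rise of up to 1 and −1.09 for mean rises above 4, which a common shift would not give. Gene length does not account for the smaller rise, since the slope in the WT list was at most 0.794 in any of 3 classes of exon length. Low values may account for part of the smaller rise but not all of it. For genes that rose in the WT list, the slope moved from 0.745 to 0.812 after the filter on low values and stayed below 1. Differences between individual mice stay open. A few WT mice with severe colitis could move all inflammatory genes together, which the simulation with independent noise does not allow for, and the authors' comparison of KO with WT in colitis lists almost none of these genes. An effect of Smarcad1 on the response is a candidate explanation that the group means do not separate from this. From measurements on single mice in independent experiments with enriched microbiota, the study reported less weight loss and lower disease activity in KO. Milder colitis in KO thus does not rest on these group means alone. Whether a few severe WT mice drive the expression differences stays open.

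For genes that fell, the evidence was mixed and whether the smaller response reflects selection alone cannot be told apart from a true reduction. The slope in the KO list minus that in the WT list was 0.0777, just above the simulated range with equal responses of −0.0929 to 0.0719, yet both slopes were below 1 as selection predicts. The median ratios (0.822 and 0.828) were below their ranges with equal responses in both lists. With the KO response at 0.8 of WT for these genes too, the simulated difference was 0.241 (0.160 to 0.335) and the simulated KO list slope 0.887 (0.824 to 0.949), and the observed values lie below both ranges, while the WT list slope lies within its range of 0.601 to 0.688. A reduction smaller than this was not simulated. An earlier form of this test looked at the KO list alone, where 0.713 was within the simulated range. It was replaced because it ignored the WT list, whose slope of 0.636 was below its range. A margin this narrow rests on the assumed noise.

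Fewer infiltrating leukocytes in KO tissue may account for the smaller rise of neutrophil and cytokine genes. If that were the whole cause, genes induced in the epithelium would rise alike. An epithelial antimicrobial list, chosen after the data were seen, had a median KO minus WT difference of −0.62 over 8 of 10 genes (−0.42 with low means at 3 reads), with a smaller rise in 6 of 8. Of random lists, 0% were as low when matched on expression but 20.8% when matched on the WT change, so this list did not stand out from other genes induced as strongly. Such genes also respond to signals from leukocytes. A list of 18 genes expressed by leukocytes in general, also chosen after the data were seen, bears on fewer leukocytes of all kinds. Over 17 listed genes the median change was 1.23 in WT and 1.35 in KO, and the median difference was 0.0950, with a smaller rise in 5 of 17. Of random lists matched on the WT change, 98.8% were as low. These values lean against fewer leukocytes of all kinds. The test stays undecided, because the share of genes rising at least as much in KO fell short of the 3 in 4 that it asked for. Fewer neutrophils among unchanged totals stay possible. Fewer neutrophils and a change within the epithelium cannot be told apart from these values, since whole tissue was sequenced. By staining, the study reported less infiltration of myeloperoxidase-positive cells in KO colitis than in WT colitis, after a slightly shorter treatment. From similar staining patterns it attributed the proteases Adamts1, Adamts5 and Bmp1 to invading neutrophils and monocytes, not to the epithelium.

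More genes were listed for colitis in KO than in WT, although the changes were smaller. The WT colitis libraries were the smallest, but lower depth would matter mainly for low genes. The smallest called changes (adjusted p-value above 0.03) were alike in both lists for genes under 2 log2 RPM (KO over WT 0.998 and 1.01), while among genes above 8 log2 RPM the KO value was 0.778 of the WT value. Over genes above 4 log2 RPM it was 0.802, from a median of 0.40 in 262 WT genes and 0.32 in 356 KO genes. Whether the WT colitis libraries had a larger spread is not decided by these values, which restate that KO lists more genes with smaller changes and do not separate the colitis from the control libraries. By a rule chosen after the data were seen, the genes whose means differed by at least 4 in WT and that are in the KO list only were Acod1, Cxcl2, Gm10800, Gzma, Il1b, Ltf and Trem1. Il1b, for example, rose by 5.46 in WT and 3.83 in KO. Gm10800 had a WT control mean under 3 reads and rose at least 7.06-fold in WT, so a change of 4 is not shown for it. Of the 46 ribosomal protein genes in the KO list, all 46 rose, with a median of 0.31 in KO and 0.16 in WT, while 1 such gene was in the WT list.

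Clock genes differed between the groups. Set A minus set B was −0.76 for KO against WT in control and had the opposite sign in colitis, so a fixed effect of genotype on the clock would not give both. A difference in the time of day at collection is consistent with this, and collection times were not used here. The methods of the study state that animals of the cohorts were collected in mixed order, which argues against a systematic difference between genotypes, although with 3 mice per control group an imbalance is possible. Inflammation in proportion to its size would predict a smaller clock change in KO, but the change of set A on colitis was larger in KO in 9 of 10 genes, with a median difference of 0.89. An interaction of genotype, colitis and the clock stays open and was not tested. Part of this difference comes from the control contrast itself, because both use the control means.

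Genes that differed in KO control lay close to each other. Random placement gave as many neighbours within 100 kb in a share of 0.0001 of the draws, the smallest they can give. The distance of 1 Mb, fixed before the data were examined, gave 0.0192 in control and 0.1102 in colitis, so the evidence is weaker at that distance. Reads shared between overlapping genes do not account for it, as 7 of the 9 genes were next to a gene they did not overlap. A segment of another strain around Smarcad1 could place listed genes near it. The study describes making the targeted allele in embryonic stem cells of the same strain background as the mice, which argues against such a segment. Within 10 Mb lay 0 genes of a KO against WT list, but random draws of 89 genes held a mean of 0.575 there and 56.2% of them held 0, so the count does not decide. On the whole chromosome there were 5 other such genes, against a mean of 5.33 in the draws. Within 10 Mb, 33 other listed genes differed by −0.74 to 0.54 in control and by −1.57 to 1.19 in colitis. Segments elsewhere, such as around the Cre transgene, were not tested. Local regulation shared by neighbours may contribute at Aplp1 and Kirrel2, which are 1998 bp apart on the same strand. Transcription running on from 1 gene into the next would pass from Kirrel2 into Aplp1. Kirrel2 reached 4.31 RPM in KO control, while Aplp1 rose from 77.9 RPM in WT control to 268 in KO control. These values argue against running on as the main source of the rise at this pair.

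The pair Gm42418 and CT010467.1, chosen after its values were seen, overlaps ribosomal RNA. Both were higher in KO control (0.60 and 0.61) and rose by 1.20 in WT colitis without being listed there. Since the authors report filtering ribosomal RNA reads after finding contamination in some samples, these values were not interpreted further. No biological explanation was tested for them. Exon length was also related to direction: genes that rose had a median exon length of 3443 bp in WT, against 4801 bp for those that fell, with a Spearman correlation across genes of −0.22 that treats genes as if they were independent.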
